# TET-mediated epimutagenesis of the *Arabidopsis thaliana* methylome

**DOI:** 10.1038/s41467-018-03289-7

**Published:** 2018-03-01

**Authors:** Lexiang Ji, William T. Jordan, Xiuling Shi, Lulu Hu, Chuan He, Robert J. Schmitz

## Abstract

DNA methylation in the promoters of plant genes sometimes leads to transcriptional repression, and the loss of DNA methylation in methyltransferase mutants results in altered gene expression and severe developmental defects. However, many cases of naturally occurring DNA methylation variations have been reported, whereby altered expression of differentially methylated genes is responsible for agronomically important traits. The ability to manipulate plant methylomes to generate epigenetically distinct individuals could be invaluable for breeding and research purposes. Here, we describe “epimutagenesis,” a method to rapidly generate DNA methylation variation through random demethylation of the *Arabidopsis thaliana* genome. This method involves the expression of a human ten–eleven translocation (TET) enzyme, and results in widespread hypomethylation that can be inherited to subsequent generations, mimicking mutants in the maintenance of DNA methyltransferase *met1*. Application of epimutagenesis to agriculturally significant plants may result in differential expression of alleles normally silenced by DNA methylation, uncovering previously hidden phenotypic variations.

## Abstract (web summary)

In plants, variation in DNA methylation can influence agronomically important traits. Here the authors show that expression of a human Ten-eleven translocation enzyme can generate heritable hypomethylation alleles in *Arabidopsis*, providing a novel method to manipulate DNA methylation for breeding and research purposes.

## Introduction

Our ability to develop novel beneficial crop traits has significantly improved over the last 100 years, although the ability to maintain this trajectory is limited by allelic diversity. While genetic variation has been heavily exploited for crop improvement, utility of epigenetic variation has yet to be efficiently implemented. Epigenetic variation arises not from a change in the DNA sequence, but by changes in modifications to DNA such as cytosine methylation. This variation can result in the emergence of novel and stably inherited phenotypes, as well as unique patterns of gene expression.

In plant genomes, cytosine methylation occurs at three major sequence contexts: CG, CHG, and CHH (where H = A, C, or T)^1^. Methylation at these different contexts is coordinated by distinct maintenance mechanisms during DNA replication. The methylation of DNA in all three contexts is essential for transcriptional silencing of transposons, repeat sequences, and certain genes. Genes regulated by this mechanism are stably repressed throughout the soma and represent an untapped source of hidden genetic variation if transcriptionally re-activated, as revealed from pioneering studies in the model plant *A. thaliana*^2–4^. However, the impact of this variation is not observed in wild-type plants, as genes silenced by DNA methylation are not expressed. This novel source of genetic variation was uncovered by creating epigenetic recombinant inbred lines (epiRILs) from crosses between a wild-type individual and a mutant defective in maintenance of DNA methylation^2–4^. EpiRILs, while genetically wild type, contain mosaic DNA methylomes dependent on chromosomal inheritance patterns, as DNA methylation is meiotically inherited in *A. thaliana*^2, 5–8^. Phenotypic characterization of epiRILs has revealed extensive morphological variation with respect to traits such as flowering time, root length, and resistance to bacterial infection^2–4^. The morphological variation generated by the creation of epiRILs has revealed extensive hidden genetic variation in plant genomes that can be observed due to expression of newly unmethylated regions. However, the creation of epiRILs requires one founding parent to be a null mutant in the maintenance DNA methylation pathway. Unfortunately, unlike in *A. thaliana*, the loss of DNA methylation maintenance activity often results in lethality in crops^9, 10^. Therefore, novel methodologies are required to realize the potential of these hidden epialleles in crop genomes.

Epimutagenesis is an alternative method to generate epiRILs. Instead of relying on the genome-wide demethylation of one of the two founding parents, epimutagenesis introduces random methylation variation via the introduction of a transgene. Here, we describe a novel epimutagenesis approach in *A. thaliana* using a human ten–eleven translocation methylcytosine dioxygenase 1 (TET1) ^11–14^, which catalyzes the conversion of 5-methylcytosine (5mC) to 5-hydroxymethylcytosine (5hmC). Although TET enzymes and their primary product 5hmC are not found in plant genomes^15^, ectopic expression of a human TET enzyme resulted in widespread DNA demethylation and induced phenotypic variation in *A. thaliana*.

## Results

### Overexpressing TET1 in *Arabidopsis* hypomethylates the genome

Transgenic *A. thaliana* plants were generated expressing the catalytic domain (residues 1418–2136) of the human TET1 protein (hTET1cd) under the control of the CaMV35S promoter. To assess the impact of hTET1cd expression on the *A. thaliana* methylome, whole-genome bisulfite sequencing (WGBS) was performed on two independently derived transgenic plants (35S:TET1-1 and 35S:TET1-2; Supplementary Table 1). WGBS revealed a global reduction of CG methylation from 18.2% in two wild-type individuals to 8.9% in 35S:TET1-1 and 6.9% in 35S:TET1-2 (compared to 0.5% in *met1-3*). The effects of hTET1cd expression on CHG and CHH methylation were not as severe compared to CG methylation (Fig. 1a). Importantly, different degrees of CG hypomethylation were observed in different independent transgenic plants. This result has important implications for epimutagenesis in economically and agriculturally significant plant species, as it appears feasible to control the degree of DNA hypomethylation by screening for plants with desired levels of demethylation. Taken together, these results show that the expression of hTET1cd results in intermediate CG methylation levels when compared to wild-type and *met1* individuals.

**Fig. 1:**
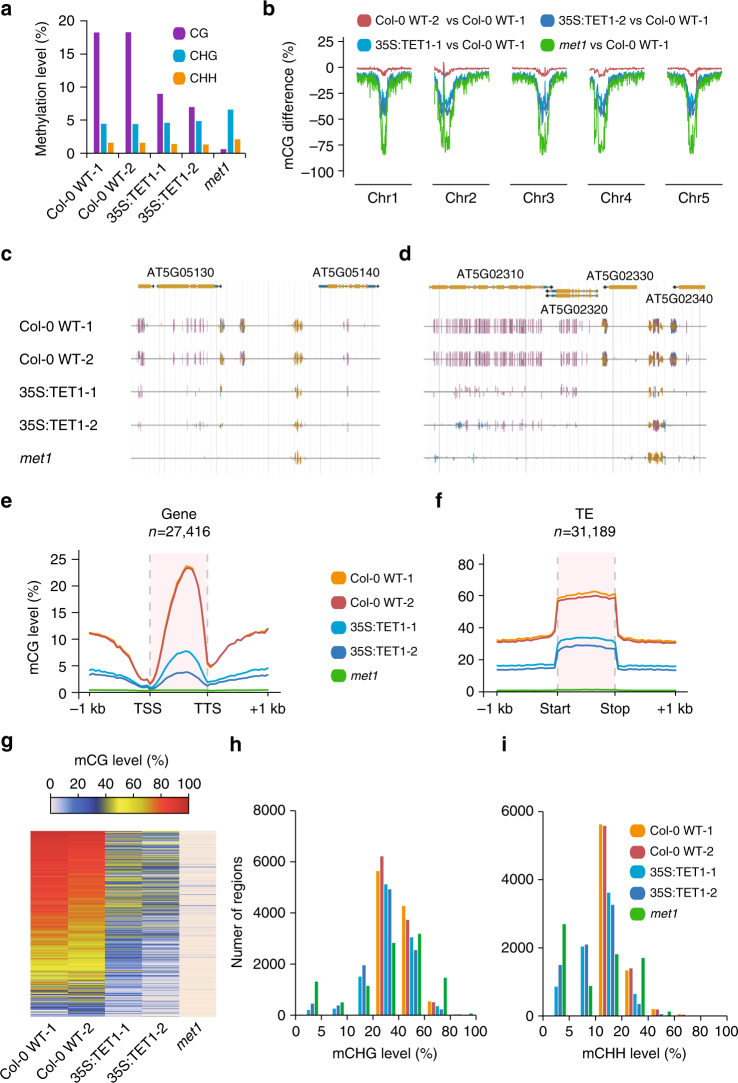
Overexpression of hTET1cd-induced global CG demethylation in *A. thaliana*. **a** Bar graph of global methylation levels in two Col-0 WT replicates, two 35S:TET1 transgenic individuals, and *met1*. **b** Metaplot of CG methylation levels (100 kb windows) across five *A. thaliana* chromosomes. Methylation level differences were defined relative to Col-0 WT-1, and Col-0 WT-2 was used to assess background interference. Genome browser view of methylome profile of two regions (**c**, **d**) of the *A. thaliana* genome (purple vertical lines = CG methylation, blue vertical lines = CHG methylation, and gold vertical lines = CHH methylation). Metagene plots of CG methylation level across **e** gene bodies and **f** transposable elements. **g** Heat map of CG methylation level of CG DMRs. Bar plots of CHG (**h**) and CHH (**i**) methylation levels of CG DMRs that possess non-CG methylation in wild-type individuals

The primary product of TET1 oxidation is 5hmC, which is indistinguishable from 5mC by WGBS. We therefore performed Tet-assisted bisulfite sequencing (TAB-seq) to profile 5hmC levels in 35S:TET1 plants^16^. No detectable levels of 5hmC were found in the transgenic lines assayed (Supplementary Fig. 1a, b). Thus, the widespread loss of CG DNA methylation observed may result from a failure to maintain methylation at CG sites that possess 5hmC, or through active removal of 5hmC or further oxidized products via the base excision repair pathway.

To better understand the effects of hTET1cd expression, we determined changes in the *A. thaliana* methylome at the chromosomal and local levels. Plotting methylation levels across all five chromosomes revealed a strong depletion of CG methylation at the pericentromeric region (Fig. 1b). CG hypomethylation occurred at both gene body methylated (gbM) and select RNA-directed DNA methylated (RdDM) loci. (Fig. 1c, d). To further quantify the observed hypomethylation, metaplots were created for genes and transposons, respectively (Fig. 1e, f and Supplementary Fig. 1c–f).  A  strong reduction of mCG and a mild reduction of mCHG/mCHH were observed at both genes and transposons. On average, 97.9% of gbM genes and 56.7% of methylated transposons (where these regions have at least 50% mCG in wild type) lost at least half of their CG methylation in epimutagenized lines (Supplementary Data 1 and 2). Collectively, these results indicate that hypomethylation was more severe in genes than transposons, possibly the result of de novo methylation by the RdDM pathway, which is primarily active at transposons.

### TET1-mediated DNA demethylation mimics *met1* mutants

An analysis of differentially methylated regions (DMRs) was then carried out to assess the genome-wide impact of hTET1cd expression. A total of 56,283 CG DMRs ranging in size from 6–20,286 base pairs (bp) were identified (Fig. 1g and Supplementary Data 3). Of these, 38.7% were located in intergenic sequences, 53.7% overlapped with genes, and 7.6% were located in promoter regions (≤1 kb upstream of a gene). As also seen in *met1* mutants, the predominant effect of hTET1cd expression is CG hypomethylation (12,641 and 20,601 DMRs lost more than 50% mCG in 35S:TET1-1 and 35S:TET1-2, respectively; no region gained more than 50% mCG). However, the extent of CG methylation loss caused by hTETcd expression is lower than in *met1*: 31.8 Mb of the genome significantly lost CG methylation in *met1*, whereas 9.9 Mb and 18.0 Mb were lost in 35S:TET1-1 and 35S:TET1-2, respectively.

Previous studies of the *met1* methylome have revealed a loss of mCHG/mCHH methylation in a subset of CG-hypomethylated regions^17^. At these loci, DNA methylation is stably lost, in contrast to regions where DNA methylation is re-established by de novo methylation pathways. These loci are ideal targets of epimutagenesis, as the co-existence of all three types of methylation is more frequently correlated with transcriptional repression of genes than CG methylation alone. This, coupled with the long-term stability of hypomethylation, may facilitate inherited transcriptional changes. An analysis of the interdependence of the loss of CG methylation on non-CG methylation levels revealed that 39.7 Kb and 931.5 Kb of CHG methylated sequences lost significant amounts of methylation in two independent epimutagenized lines, compared to 4.0 Mb of sequence in *met1* mutants. A similar analysis for the loss of CHH methylation revealed losses of 23.3 Kb and 492.5 Kb in epimutagenized individuals, compared to 1.1 Mb lost in *met1* mutants. Of the 56,283 identified CG DMRs, 10,491 overlapped regions that contained at least 20% CHG methylation and 7214 overlapped regions that contained at least 10% CHH methylation in wild-type individuals (Supplementary Data 3). To determine how many of these regions are susceptible to losing non-CG methylation if CG methylation is first depleted, we created a frequency distribution of mCHG and mCHH levels in wild-type and epimutagenized individuals (Fig. 1h, i). In total, 2341 and 3447 regions lost more than 10% CHG methylation in 35S:TET1-1 and 35S:TET1-2, respectively, whereas 2475 and 3379 regions lost more than 5% CHH methylation in 35S:TET1-1 and 35S:TET1-2, respectively. Regions that are susceptible to losses of CG and non-CG methylation in lines expressing hTET1cd share a substantial overlap with regions that lose non-CG methylation in *met1* (Supplementary Fig. 1g, h). In total, 1708 (73.0%) and 2386 (69.2%) regions that have lost more than 10% mCHG in 35S:TET1-1 and 35S:TET1-2 have reduced levels in *met1*, whereas 2013 (81.3%) and 2563 (75.9%) regions that have lost more than 5% mCHH in 35S:TET1-1 and 35S:TET1-2 have reduced levels in *met1*. As crop genomes have a greater number of loci targeted for silencing by CG, CHG, and CHH methylation when compared to *A. thaliana*, ectopic expression of hTET1cd is likely a viable approach for the creation epiRILs^18^.

### TET1-mediated variation of CHG methylation

Mutations in *met1* also result in hypermethylation of CHG sites in gene bodies due to the loss of methylation in the seventh intron of the histone 3 lysine 9 (H3K9) demethylase, increase in bonsai methylation 1 (*IBM1*)^19–22^. This results in alternative splicing of *IBM1*, ultimately producing a non-functional gene product (IBM1-S), which results in ectopic accumulation of di-methylation of H3K9 (H3K9me2) throughout the genome^23^. As in *met1*, the seventh intron of *IBM1* was hypomethylated in 35S:TET1-1, 35S:TET1-2, and an additional two lines, 35S:TET1-2^T5^ and 35S:TET1-2^T6^, which were propagated for an additional two and three generations, respectively (Fig. 2a). The increased abundance of *IBM1-S* transcript was confirmed by RT-qPCR in line 35S:TET1-2^T6^ (Supplementary Fig. 2a), leading to CHG hypermethylation at gbM loci (Fig. 2b). Further quantitative analysis revealed extensive variation in genome-wide gains and losses of CHG methylation in these two lines, ~1.8 Mb and 2.3 Mb of additional CHG methylation, respectively (Fig. 2c and Supplementary Fig. 2b, c). 

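In the T6 plant of 35S:TET1-2, the density of H3K9me2 alignments was higher over transposon genes and pericentromeres than elsewhere, and gbM genes stood close to other genes. Genes of the annotation's pseudogene class, which holds the transposon genes, had a median of 27.1 RPKM (95% confidence interval of the median from 26.2 to 28.0, 3917 genes), and 10 kb bins within 1 Mb of the centromeres had a median of 25.3 RPKM (from 24.0 to 26.8, 1000 bins). The gbM genes had a median of 4.92 RPKM (from 4.86 to 4.99, 1997 genes), other protein-coding genes of the same regions 5.11 RPKM (from 5.05 to 5.16, 9030 genes), and the remaining nuclear bins 4.8 RPKM. Of the pseudogene class, 86.6% lay above 7.76 RPKM, the 95th percentile of the gbM genes, against 17.3% of the other protein-coding genes. *IBM1* (AT3G07610, chromosome 3, 2425884 to 2433113 in TAIR10), which encodes an H3K9 demethylase, had 5.19 RPKM from 172 alignments (exact Poisson 95% interval from 4.44 to 6.03), and 58.3% of the gbM genes lay below it. AT4G31570, the gene labelled in Fig. 2b, had 6.31 RPKM (from 5.61 to 7.08), above 82.8% of the gbM genes. *FWA* (AT4G25530, chromosome 4, 13038360 to 13042464) had 9.83 RPKM (from 8.47 to 11.4), above 99.5% of them.
These values come from 1 ChIP-seq library of leaves with an antibody against H3K9me2. The authors trimmed reads with Trimmomatic, aligned them to TAIR10 with Bowtie, keeping reads with a single best place and at most 2 mismatches, and removed clonal duplicates. The alignments as deposited number 4639956 and are 36 to 75 bp long, of which 0.655% lie on the plastid genome and 0.574% on the mitochondrial genome. From there, alignments were assigned to genes by their midpoint and given as reads per kilobase scaled to the total of nuclear alignments (RPKM). The genes called gbM here are those in the first 1999 of the 4934 lines of Supplementary Data 2. The supplement describes that table as covering every annotated gene, while the paper cites it for the share of gbM genes that lost CG methylation, and with its number of lines it was read here as the gbM list. With 1 library and no wild-type library or input analysed here, a change in H3K9me2 was not tested, and the CHG methylation of this plant, which sorts the genes of Fig. 2d, was not analysed here. Intervals cover counting error or the spread between genes only.

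**Figure D1:**
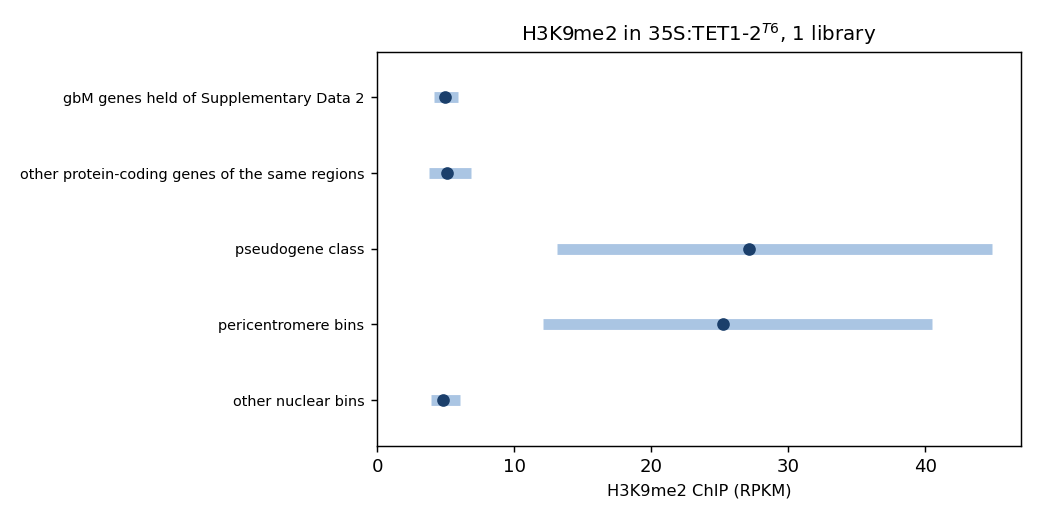
H3K9me2 ChIP in RPKM (horizontal axis) by class of gene or 10 kb bin in the 1 library of the 35S:TET1-2 T6 plant. Points are medians and bars run from the lower to the upper quartile of the class; the pseudogene class (median 27.1) and the pericentromere bins (median 25.3) stand apart from the other classes.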

To test the impact of a reduction in functional *IBM1* on H3K9me2, we performed chromatin immunoprecipitation (ChIP) against H3K9me2 in 35S:TET1-2^T6^, which revealed a subtle increase in H3K9me2 in gbM loci that possessed CHG hypermethylation (Fig. 2d).

**Fig. 2:**
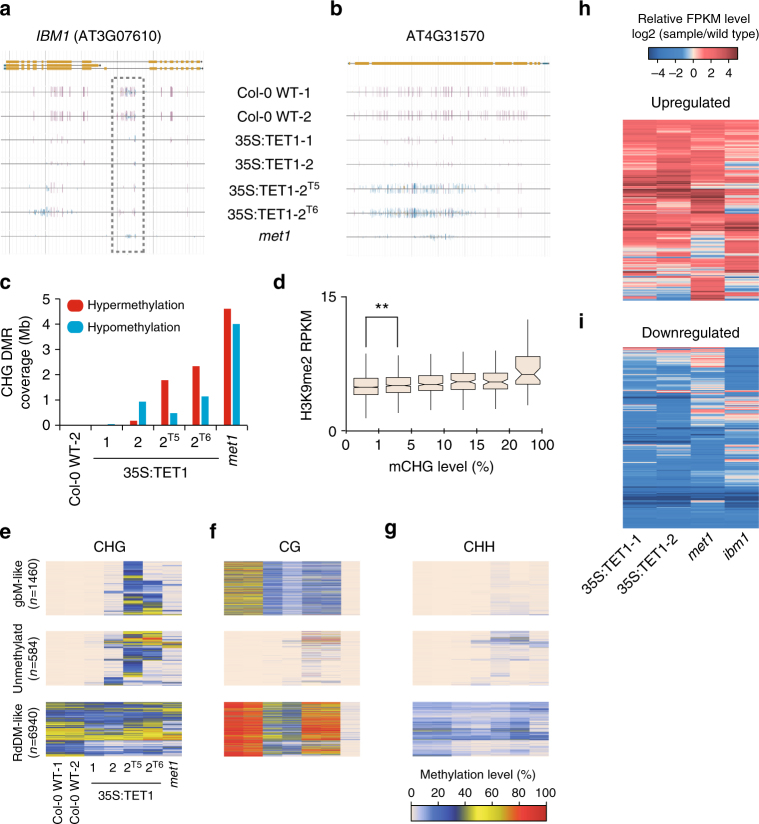
Global fluctuation of CHG methylation in 35S:TET1 plants. **a** Genome browser view of *IBM1* (AT3G07610) in Col-0 WT, four 35S:TET1 transgenic plants, and *met1*. A decrease in CG methylation from coding regions was accompanied by an increase in non-CG methylation. Both CG and non-CG methylation were lost from the large intron (purple vertical lines = CG methylation, blue vertical lines = CHG methylation, and gold vertical lines = CHH methylation). **b** Genome browser view of a representative CHG hypermethylated region. **c** The amount of the genome affected by differential CHG methylation. These DMRs were defined relative to Col-0 WT-1, as Col-0 WT-2 DMRs were used to assess background interference. **d** Boxplot of H3K9me2 distribution in gbM loci (**t-test, *p* value <0.01). **e** Heat map of CHG methylation displaying CHG DMRs. Corresponding CG and CHH methylation levels are shown in **f** and **g**. Heat maps showing log_2_ transformed FPKM profiles of upregulated genes (**h**) and downregulated genes (**i**) in two 35S:TET1 transgenic individuals, *met1*, and *ibm1* mutants relative to WT

To further characterize regions of differential CHG methylation, identified CHG DMRs in line 35S:TET1-2^T5^ were categorized into discrete groups based on their DNA methylation status in wild-type individuals. Of the 9917 CHG DMRs identified, 1460 were in loci that are defined as gbM in wild-type individuals, 584 were in unmethylated regions, and 6940 of them were in RdDM-like regions (Fig. 2e–g). Interestingly, in line 35S:TET1-2^T5^, 1409 (96.5%) of the CHG DMRs in gbM-like loci gained CHG hypermethylation, whereas 2680 (38.6%) of the CHG DMRs in RdDM-like regions lost CHG, in contrast to 825 (11.9%) RdDM-like regions that gained CHG methylation. Lastly, there were 503 (86.1%) loci that are unmethylated in wild-type individuals that gain CHG methylation as well as CG and CHH methylation in the epimutagenized lines (Fig. 2e–g). These results reveal that methods for epimutagenesis can result in both losses and gains in DNA methylation genome wide.

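The RNA-seq data cover leaf tissue in 9 libraries, which are 3 of Col-0 WT, 1 of 35S:TET1-1 (a T1 individual), 1 of 35S:TET1-2 (a T3 plant), 1 of *met1* and 3 labelled *ibm1*. *MET1*, which encodes the CG methyltransferase, had FPKM values of 4.58, 4.76 and 3.83 in Col-0 WT and 2.99 in the *met1* library. *IBM1* had 4.86, 5.18 and 3.67 in Col-0 WT and 3.6, 6.45 and 4.48 in the libraries labelled *ibm1*, so its level does not separate those groups; a mutant allele need not lower the FPKM of its gene. The phosphatase gene *PP2AA3*, the control gene of the paper's RT-qPCR, lay between 32.2 and 43.4 in all 9 libraries, and none of the 9 measured housekeeping genes passed the test in any comparison.
The authors aligned trimmed reads to TAIR10 with TopHat2 (2.0.13) and computed FPKM (fragments per kilobase of transcript, scaled to the mapped fragments) with Cufflinks (2.2.1). The paper's methods state that the Col-0 WT transcriptomes came from another series, while its results describe RNA-seq of wild type beside the lines and 3 Col-0 WT libraries are listed with the others. Which of these holds is not settled here, so genotype and source may not be separable in any comparison with Col-0 WT. Relative to the mean of the Col-0 WT libraries, the sum of all FPKM values was 1.296 in 35S:TET1-1, 1.237 in 35S:TET1-2, 1.08 in *met1* and 1.28 to 1.347 in the libraries labelled *ibm1*. The number of reads behind them was not found in the sources read, which do not include Supplementary Table 2, and low values show no steps of whole reads.
For each comparison with Col-0 WT, genes with a mean FPKM of at least 1 in either group were tested with limma on log2(FPKM + 1), a scale that understates the change of genes at low levels. A gene counts as higher or lower at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2 on this log2 scale. The fit held all 9 libraries, with 4 residual degrees of freedom from Col-0 WT and the libraries labelled *ibm1*, so the lone libraries of both 35S:TET1 lines and *met1* were assumed to vary like those groups. Nothing in the labels says that libraries of 1 group came from separate plants, so p-values measure only the spread between these samples.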

To characterize the effect of hTET1cd-induced methylome changes on gene expression, we performed RNA-sequencing (RNA-seq) on leaf tissue of wild-type, 35S:TET1-1 and 35S:TET1-2. 

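The largest rises in both 35S:TET1 lines were in plant defensin genes. *PDF1.2* (AT5G44420, chromosome 5, 17906968 to 17907638 in TAIR10), a defence gene that responds to jasmonate and ethylene, had FPKM values of 1.35, 0.77 and 0.22 in Col-0 WT, 33828 in 35S:TET1-1 and 17444 in 35S:TET1-2, a log2 change of 14.26 (standard error 0.64, adjusted p = 0.000156 from limma with Benjamini-Hochberg adjustment) and 13.31. Its paralogs *PDF1.2c*, *PDF1.2b* and *PDF1.3*, which may share reads with it, stood between 6709 and 19763 in the lines and at 0.45 or less in Col-0 WT. AT1G59930 was listed at 0 in all 3 Col-0 WT libraries and at 726 and 2255 in 35S:TET1-1 and 35S:TET1-2.
Of 19 measured genes of salicylic acid defence, 9 were higher in 35S:TET1-1 and 13 in 35S:TET1-2 and 0 lower (the same numbers adjusted over the list alone), and 7 and 11 were higher with rescaling by median ratios. Among them, *PR1* rose by 7.38 and 7.61 on the log2 scale, *BGL2* by 5.43 and 7.26, *PR5* by 5.03 and 6.39 and *WRKY70* by 3.18 and 3.49. Of 21 jasmonate genes, 7 were higher and 2 lower in 35S:TET1-1, and 8 higher and 0 lower in 35S:TET1-2 (7 and 2, and 8 and 1, adjusted over the list alone). *JAZ10* rose by 3.05 and 3.50 and *JAZ6* by 2.80 and 2.60, while *VSP2*, a storage protein gene, was lower in 35S:TET1-1, with a change of -4.88. Of 14 genes of the cold and abscisic acid responses, 5 and 7 were higher and 0 lower (the same adjusted over the list alone), among them *COR15B* (3.42 and 3.08) and *GolS3* (2.72 and 4.72).
In all, 646 of 20186 tested genes were higher in 35S:TET1-1 and 870 of 20388 in 35S:TET1-2, with 551 higher in both. With FPKM rescaled to the same sum in every library, 472 and 681 were higher. Among the named genes, the calls of *PAD4*, *NIMIN1*, *AOC1*, *TIFY7*, *NYE1* and *KIN2* in 35S:TET1-1 and of *EDS16*, *SAG101* and *NYE1* in 35S:TET1-2 ended under that rescaling. Leaving out Col-0 WT library 2 ended those of *PAD4* and *KIN2* in 35S:TET1-1, library 3 those of *NIMIN1* and *NYE1* in 35S:TET1-1 and of *NYE1* in 35S:TET1-2, and library 1 or 3 that of *SAG101* in 35S:TET1-2. Library 1 or 3 also ended the calls of the jasmonate genes *VSP1* (lower) and *JAZ5* (higher) in 35S:TET1-1. That of *VSP1* ended without *ibm1* library 3 too, and those of *JAZ5* and *CBP60G* in 35S:TET1-2 ended without Col-0 WT library 1.

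**Figure D2:**
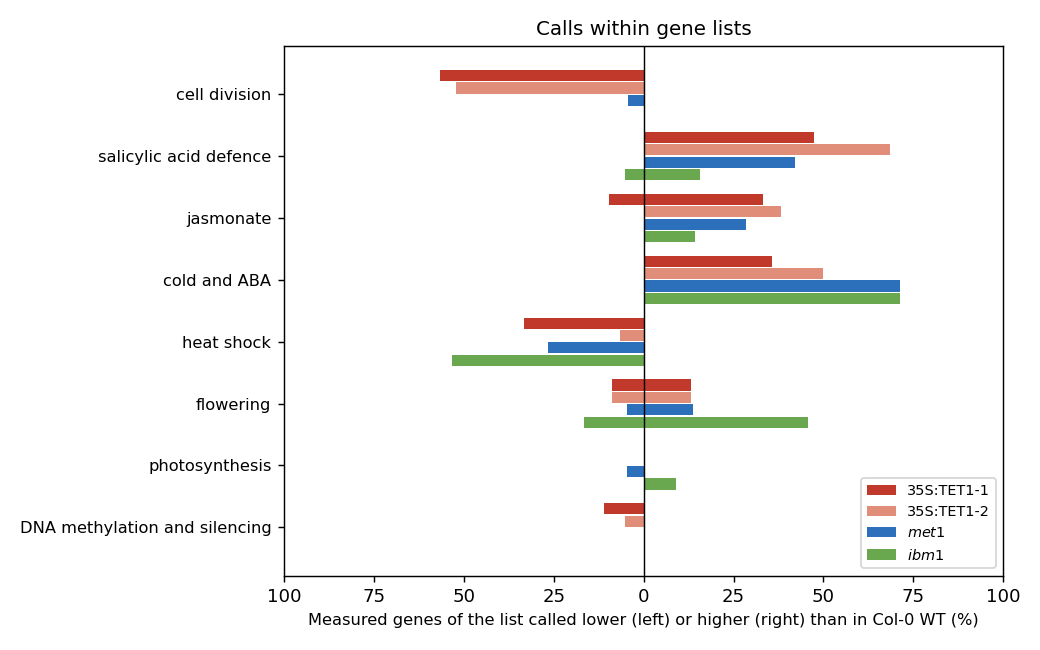
Share of the measured genes of 8 lists called lower (left) or higher (right) than in Col-0 WT, in percent, for 35S:TET1-1, 35S:TET1-2, *met1* and the libraries labelled *ibm1*. The salicylic acid list extends to the right in both 35S:TET1 lines (9 and 13 of 19) and the cell division list, chosen after the data were seen, to the left (13 and 12 of 23).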

Compared to wild-type plants, 629 and 736 upregulated genes were identified in 35S:TET1-1 and 35S:TET1-2, respectively, with 176 and 260 genes overlapping with identified CG DMRs. 

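*PYK10*, *GER3* and *PDF1* were among the genes that fell most in both 35S:TET1 lines. *PYK10* (AT3G09260), a beta-glucosidase gene of roots and seedlings, had FPKM values of 2992, 2094 and 3273 in Col-0 WT, 2.85 in 35S:TET1-1 and 6.68 in 35S:TET1-2, with log2 changes of -9.47 (standard error 1.68, adjusted p = 0.00923 from limma with Benjamini-Hochberg adjustment) and -8.48. *GER3*, which encodes a germin-like protein, had log2 changes of -9.32 and -9.25, and the protodermal gene *PDF1* of -7.46 and -7.31. *STM* and *KNAT1*, homeobox genes of the shoot meristem and stem, were both listed at 0 in the lines against 5.10 to 6.67 and 21.6 to 26.9 in Col-0 WT, and they were the measured members of the meristem list, both lower in each line (2 of 2, also adjusted over the list alone).
Of 23 genes of cell division, 13 were lower in 35S:TET1-1 and 12 in 35S:TET1-2 and 0 higher (the same adjusted over the list alone, a list written after the first results were seen), with median changes of -2.27 and -2.13. With Col-0 WT library 2 as the only control, chosen after the data were seen, 2 and 0 were lower (7 and 4 adjusted over the list alone) and the medians were -2.05 and -1.94, in tests of 1 library against 1. The mitotic kinase gene *CDKB2;1* had log2 changes of -3.32 and -3.01, *CDC20.1* of -2.89 and -2.84 and the Aurora kinase gene *AUR1* of -2.87 and -2.99. Of 21 genes of DNA methylation and silencing, *MET1* and *VIM1* were lower in 35S:TET1-1 (2 of 18 measured) and *VIM1* in 35S:TET1-2 (1 of 19), with 0 higher (the same adjusted over the list alone), and 4 and 1 were lower with rescaling by median ratios. *MET1* had an FPKM of 0.33 and 0.67 in the lines, a log2 change of -2.01 (adjusted p = 0.00255 from limma) and -1.69, of which the second did not reach the minimum change. *VIM1*, which helps maintain CG methylation, had changes of -2.48 and -2.04. The demethylase gene *DML1* (*ROS1*) had changes of -2.15 and -2.31, the only lower member of its list of 4 (1 of 4 in each line, also adjusted over the list alone).
Of 15 measured heat shock genes, 5 were lower in 35S:TET1-1 and 1 in 35S:TET1-2 (6 and 1 adjusted over the list alone), *HSP70* among them with 183, 283 and 110 in Col-0 WT, and 8.06 and 14.4 in the lines. The calls of *HSP101*, *HSP23.6-MITO* and *HSP90.1* in 35S:TET1-1 ended without Col-0 WT library 1 or *ibm1* library 1, those of *HSP101* and *HSP23.6-MITO* also without *ibm1* library 3 and that of *HSP23.6-MITO* without *ibm1* library 2. With Col-0 WT library 2 as the only control, 12 and 8 of 16 were lower (14 and 11 adjusted over the list alone), in tests of 1 library against 1 with the spread of the libraries labelled *ibm1* alone, so neither count is firm. The root hair markers *EXPA7* and *EXPA18* had FPKM values of 17.7, 0.82 and 20.7, and of 16.8, 0.37 and 19.0, in the Col-0 WT libraries and were listed at 0 in all other libraries. Of the 6 measured root markers, *PYK10* was the 1 lower in each line (also adjusted over the list alone).
In all, 1372 genes were lower in 35S:TET1-1 and 1224 in 35S:TET1-2, with 1029 lower in both and 0 called in opposite directions. With FPKM rescaled to the same sum in every library 1816 and 1589 were lower, and with the libraries labelled *ibm1* as the control, chosen after the data were seen, 714 and 831. Leaving out Col-0 WT library 1 or 2 ended the call of *MET1* in 35S:TET1-1 and of *VIM1* in 35S:TET1-2, and leaving out library 2 that of *DML1* in 35S:TET1-1.

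**Figure D3:**
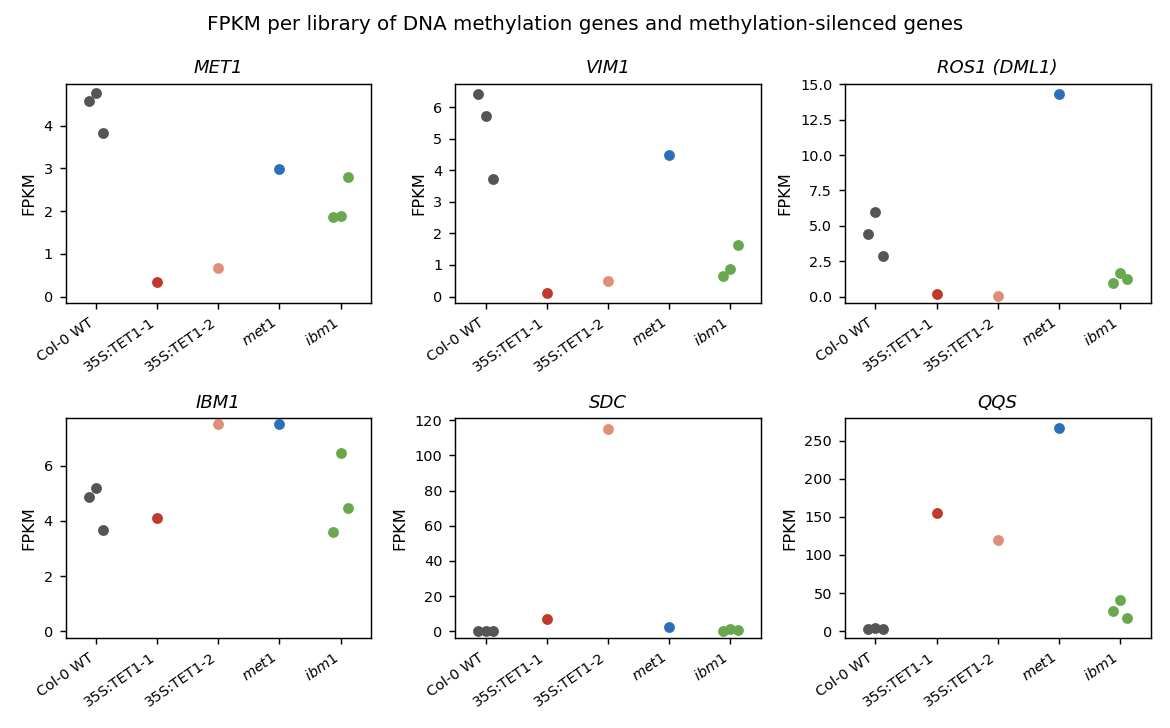
FPKM (vertical axis) of *MET1*, *VIM1*, *DML1* (*ROS1*), *IBM1*, *SDC* and *QQS* in each library of Col-0 WT, 35S:TET1-1, 35S:TET1-2, *met1* and the libraries labelled *ibm1*. Each point is 1 library; *MET1* lies at 0.33 and 0.67 in the 35S:TET1 lines, under the Col-0 WT libraries.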

A total of 1277 and 1428 downregulated genes were identified and 268 and 324 of them overlapped with CG DMRs. 

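Of the 551 genes higher in both 35S:TET1 lines, 265 were also higher in *met1*, 170 in the libraries labelled *ibm1* and 95 in both. The other 211 were not called higher in either, which can include genes not tested or called lower there. Of the 1029 genes lower in both lines, 333 were also lower in *met1*, 430 in the libraries labelled *ibm1* and 193 in both. The other 459 were not called lower in either, which can include genes not tested or called higher there. The neighbouring genes AT5G35480 and *MRU1* were higher in all these groups, with FPKM values of AT5G35480 between 10.6 and 15.3 in Col-0 WT, 918 and 1384 in the 35S:TET1 lines, 166 in *met1* and between 2046 and 2802 in the libraries labelled *ibm1*. The extensin gene *EXT3*, between 494 and 1817 in Col-0 WT, was 2.32 and 20.2 in the lines and at most 4.96 in the libraries labelled *ibm1*. *DOX1*, a dioxygenase gene of the pathogen response, had log2 changes of -6.43 and -6.04 in the lines and -7.29 in the libraries labelled *ibm1*, and was 370 in *met1* against 368, 52.4 and 572 in Col-0 WT.
Of the 458 genes higher in the libraries labelled *ibm1*, 42.8% were higher in 35S:TET1-1 (95% Wilson interval from 38.3 to 47.4) and 40.8% in 35S:TET1-2; of the 1179 lower, 51.3% (from 48.5 to 54.2) and 38.3% were lower. These are 196, 187, 605 and 452 genes, where independent lists over the genes tested in both comparisons would share 10.5, 12.8, 81.9 and 73.1. The intervals take genes as independent and leave out the spread between libraries. With 1 library left out at a time, the share of 51.3% ranged from 42.5% to 65.7%. The log2 changes had a Pearson correlation of 0.939 between the 35S:TET1 lines, 0.628 and 0.672 between 35S:TET1-1 or 35S:TET1-2 and *met1*, and 0.680 and 0.584 between them and the libraries labelled *ibm1*, taken across genes, which are not independent replicates. In a simulation, unchanged groups shared simulated Col-0 WT libraries, all drawn with independent noise per gene. There the correlation of 35S:TET1-1 was 0.251 with *met1* and 0.357 with the libraries labelled *ibm1*. The covariance of 35S:TET1-1 and *met1* was 1.02 and that of 35S:TET1-1 and the libraries labelled *ibm1* 1.07, against 0.0440 and 0.0442 in the simulation. The groups were not set against separate Col-0 WT libraries, so part of the excess may come from the shared controls. Setting *met1* against the libraries labelled *ibm1* leaves no control shared, at correlations of -0.038 with 35S:TET1-1 and 0.113 with 35S:TET1-2, but it also subtracts what the lines share with those libraries, so low values here do not measure the part of the shared controls.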

There was a high level of overlap in transcriptome changes seen in 35S:TET1-1 and 35S:TET1-2 compared to *met1* and *ibm1* (Fig. 2h, i). 

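Of the 933 genes higher in *met1*, 283 were higher in 35S:TET1-1 and 361 in 35S:TET1-2. The largest rise in *met1* was in AT2G11778, listed at 0 in Col-0 WT, which had an FPKM of 4648 in *met1*, 579 in 35S:TET1-2 and 21.7 in 35S:TET1-1. AT3G42090, of the annotation's pseudogene class, was listed at 0 in Col-0 WT and in the libraries labelled *ibm1* and had 223 in *met1*, 489 in 35S:TET1-1 and 460 in 35S:TET1-2. AT4G16215 rose by 7.27 on the log2 scale in *met1* (standard error 0.27, adjusted p = 2.67e-05 from limma with Benjamini-Hochberg adjustment), by 8.25 in 35S:TET1-1 and by 8.4 in 35S:TET1-2. The jasmonate repressor gene *JAZ8* rose by 4.35 in *met1*, 3.40 in 35S:TET1-1 and 2.61 in 35S:TET1-2.
The shared genes make 30.3% (95% Wilson interval from 27.5 to 33.4) and 38.7% (from 35.6 to 41.9) of the genes higher in *met1*. Independent lists over the genes tested in both comparisons would share 18.1 and 25.4 genes, against the 283 and 361 found. The intervals cover the number of genes only, taken as independent. Simulated unchanged groups that shared simulated Col-0 WT libraries had a mean of 0.05 called genes over 20 draws, too few to give a reference for shared calls. With *met1* set against the libraries labelled *ibm1*, the shares were 8.4% and 12.9%. These are 137 and 210 genes, where independent lists would share 40.5 and 53.4. This comparison also removes changes common to the lines and the libraries labelled *ibm1*, so the lower shares do not measure the part of the shared controls.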

Of the genes upregulated in *met1*, 36.8 and 38.7% overlapped with upregulated genes in 35S:TET1-1 and 35S:TET1-2, respectively (Supplementary Fig. 2d). An even greater overlap was observed with downregulated genes in *met1*, as 60.1 and 65.2% overlapped with downregulated genes in 35S:TET1-1 and 35S:TET1-2, respectively (Supplementary Fig. 2e). These results reveal that hTET1cd expression in *A. thaliana* is a viable approach for accessing hidden sources of allelic variation by inducing expression variation.

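Of the 600 genes lower in *met1*, 365 were lower in 35S:TET1-1 and 364 in 35S:TET1-2. AT5G03545, between 679 and 963 FPKM in Col-0 WT, was 6.22 in *met1*, 0.60 in 35S:TET1-1 and listed at 0 in 35S:TET1-2. *IPS1*, a non-coding RNA gene of the phosphate starvation response, was 142, 49.5 and 186 in Col-0 WT and listed at 0 in *met1* and both 35S:TET1 lines. *XTH7*, which encodes a cell wall enzyme, had a log2 change of -8.24 in *met1* (standard error 0.40, adjusted p = 9.22e-05 from limma with Benjamini-Hochberg adjustment), -3.76 in 35S:TET1-1 and -4.00 in 35S:TET1-2. The copper transporter gene *COPT2* had a change of -7.00 in *met1* and -2.16 in 35S:TET1-2, a call that ended without Col-0 WT library 1, and its change of -1.94 in 35S:TET1-1 did not reach the minimum.
The shared genes make 60.8% (95% Wilson interval from 56.9 to 64.7) and 60.7% (from 56.7 to 64.5) of the genes lower in *met1*. Independent lists over the genes tested in both comparisons would share 41.5 and 36.8 genes, against the 365 and 364 found. These intervals take genes as independent and leave out the spread between libraries. Here too part of the excess may come from the shared Col-0 WT libraries. With *met1* set against the libraries labelled *ibm1* the shares were 12.5% and 14.1%, with the same limit as for the higher genes. These are 74 and 83 genes, beside 37.7 and 33.3 for independent lists. Without Col-0 WT library 2, 830 genes were lower in *met1* and the shares were 71.9% and 71.4%.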

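*FWA*, *QQS*, *SDC* and *MPC*, which are known to be silenced by DNA methylation, were higher in both 35S:TET1 lines. They are the 4 members tested of a list of 14 (4 higher and 0 lower also adjusted over the list alone). A gene silent in Col-0 WT is tested only where it is expressed in the line, so this count does not describe the list as a whole. *QQS*, a gene that varies in methylation between wild plants, had FPKM values of 3.53, 4.67 and 2.53 in Col-0 WT, 156 in 35S:TET1-1, 119 in 35S:TET1-2 and 266 in *met1*, with log2 changes of 5.12 (adjusted p = 0.00148 from limma with Benjamini-Hochberg adjustment), 4.74 and 5.89. *SDC*, an F-box gene silenced through tandem repeats in its promoter, had 6.91 in 35S:TET1-1, 115 in 35S:TET1-2 and 2.61 in *met1* against 0.14 or less in Col-0 WT. *MPC* was 11.2 and 5.37 in the lines against 0.52 or less in Col-0 WT, and its call in 35S:TET1-2 ended with a pseudocount of 0.01.
The annotation's pseudogene class includes transposon genes. Of its 3911 members in the table, 54 were higher in 35S:TET1-1, 150 in 35S:TET1-2, 221 in *met1* and 7 in the libraries labelled *ibm1* (the same adjusted over the list alone). Of these members 199, 372, 444 and 117 were tested, a number that itself depends on the rise, and 3, 0, 1 and 3 of them were lower (3, 0, 2 and 3 adjusted over the list alone), so the balance of higher and lower is not a measure of the class. With a pseudocount of 0.1, 104, 273, 345 and 20 were higher (104, 274, 346 and 21 adjusted over the list alone). From the expression differences in 35S:TET1-1 and 35S:TET1-2 and their overlap with *met1*, the paper concludes that expression of hTET1cd is a viable way to reach hidden allelic variation.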

### TET1 expression leads to a delay in the floral transition

In the transgenic plants that were used for WGBS, we observed a delay in the developmental transition from vegetative to reproductive growth (Fig. 3a, b). We hypothesized that the observed late-flowering phenotype was associated with the demethylation of the *FLOWERING WAGENINGEN* (*FWA*) locus, as is observed in *met1* mutants^24, 25^. A closer inspection of the DNA methylation status of this locus revealed that DNA methylation was completely abolished, as was methylation at adjacent CHG and CHH sites (Fig. 3c). 

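*FWA* (AT4G25530), an imprinted homeobox gene that delays flowering when it is expressed in vegetative tissue, was listed at 0 in 2 Col-0 WT libraries and at 0.06 in the third. Its FPKM was 76.1 in 35S:TET1-1, 77.8 in 35S:TET1-2 and 126 in *met1*, and it was listed at 0 in the 3 libraries labelled *ibm1*. The log2(FPKM + 1) change against Col-0 WT was 6.24 in 35S:TET1-1 (standard error 0.15, adjusted p = 4.11e-05 from limma with Benjamini-Hochberg adjustment), 6.27 in 35S:TET1-2 and 6.96 in *met1*. *FT*, which encodes the florigen, had FPKM values of 1.35, 1.63 and 2.66 in Col-0 WT, 0.98 in 35S:TET1-1, 2.83 in 35S:TET1-2 and 0.79 in *met1* and passed the test in none of these. In the libraries labelled *ibm1* *FT* was 10.5, 25.5 and 5.68, a log2 change of 2.16 that was called higher, though not without *ibm1* library 2 or with FPKM rescaled to the same sum in every library.
Of 27 flowering genes, 3 were higher and 2 lower among 23 measured in each 35S:TET1 line (the same adjusted over the list alone). *AGL20* (*SOC1*) and *SPL4*, which promote flowering, rose by 3.52 and 4.25 in 35S:TET1-1 and by 3.50 and 4.17 in 35S:TET1-2, and *SPL5* by 3.22 and 2.59. The repressor genes *FLC* and *SMZ* had changes of -2.85 and -3.50 in 35S:TET1-1 and -4.31 and -2.29 in 35S:TET1-2. *AGL20*, *SPL4* and *FLC* changed in the same direction in *met1* and the libraries labelled *ibm1*, at log2 changes of 2.76 and 4.75, 2.83 and 4.57, and -4.27 and -2.16. These changes stand against Col-0 WT libraries whose source may differ from that of the others and in which the meristem gene *STM* was measured while it was listed at 0 in both 35S:TET1 lines. The paper states that the loss of methylation at *FWA* was associated with its increased expression.

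**Figure D4:**
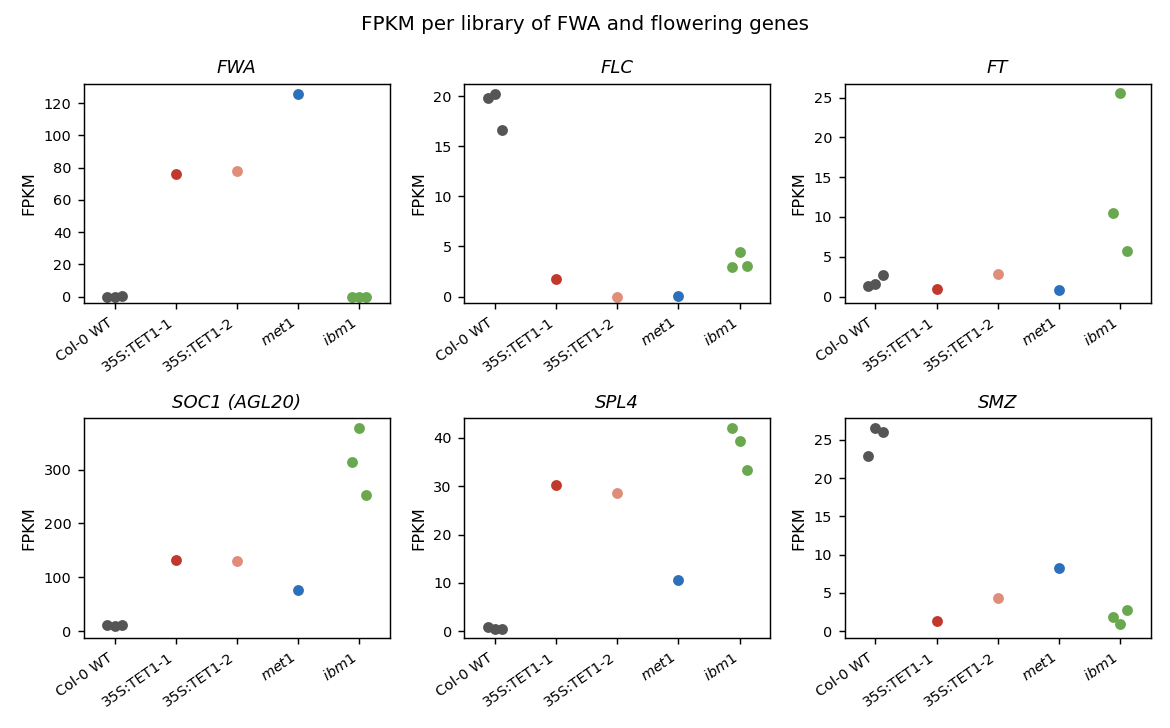
FPKM (vertical axis) of *FWA*, *FLC*, *FT*, *AGL20* (*SOC1*), *SPL4* and *SMZ* in each library of Col-0 WT, 35S:TET1-1, 35S:TET1-2, *met1* and the libraries labelled *ibm1*. Each point is 1 library; *FWA* lies at 76.1, 77.8 and 126 in 35S:TET1-1, 35S:TET1-2 and *met1* and at 0.06 or less in the others.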

As in *met1*, the loss of methylation at the *FWA* locus was associated with an increase in *FWA* expression (Fig. 3d), which is known to cause a delay in flowering by restricting the movement of the florigen signal*, FT*, to the shoot apex^26^. These results demonstrate that expression of hTET1cd leads to phenotypic variation by abolishing methylation at some regions in all sequence contexts (CG, CHG, and CHH sites).

**Fig. 3:**
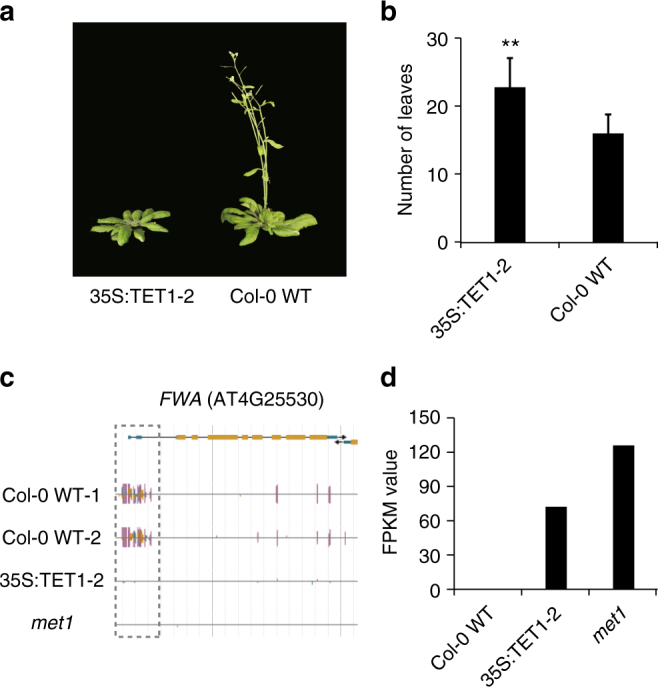
35S:TET1 plants have a delayed flowering phenotype. **a** Photographs of one 35S:TET1-2 transgenic plant and Col-0 WT plant and **b** corresponding number of rosette leaves. Error bars indicate s.d. (**t-test, *p* value <0.01). **c** Genome browser view of *FWA* (AT4G25530). Both CG and non-CG DNA methylation are depleted from the 5′UTR in 35S:TET1-2 plants (purple vertical lines = CG methylation, blue vertical lines = CHG methylation, and gold vertical lines = CHH methylation). **d** Expression level (FPKM) of *FWA*

### TET1-mediated demethylation is transgenerationally inherited

To assess the stability and inheritance of TET1-mediated demethylation, T1 individuals expressing 35S:TET1 were self-fertilized, allowing for the loss of the hTET1cd transgene due to allelic segregation. Unexpectedly, transgene-free 35S:TET1-1 T2 individuals (35S:TET1-1.3^-*TET1*^, 35S:TET1-1.4^-*TET1*^, and 35S:TET1-1.5^-*TET1*^) exhibited a reversion to a normal flowering phenotype, and genome-wide methylation levels closely resembled that of wild-type individuals (Fig. 4a). WGBS on T2 individuals retaining the transgene revealed similar levels of CG methylation as the T1 parent (35S:TET1-1.1^+*TET1*^ and 35S:TET1-1.2^+*TET1*^). The methylation level of CGs at genes and transposons revealed that demethylation of gbM loci was partially inherited in transgene-free T2 individuals, whereas active remethylation was found at transposons in the same individuals (Fig. 4b–f). These results indicate that an active process likely in the meristem and/or germline is counteracting the activity of the hTET1cd transgene^27^. To quantify how many regions were susceptible to the loss of non-CG methylation, a DMR analysis was conducted for each 35S:TET1-1 T2 individual. A total of 655 and 659 CHG hypomethylated regions were identified in T2 lines retaining the transgene. In contrast, 211, 155 and 199 hypomethylated regions were identified in three transgene-free T2 individuals, respectively (Fig. 4g).

**Fig. 4:**
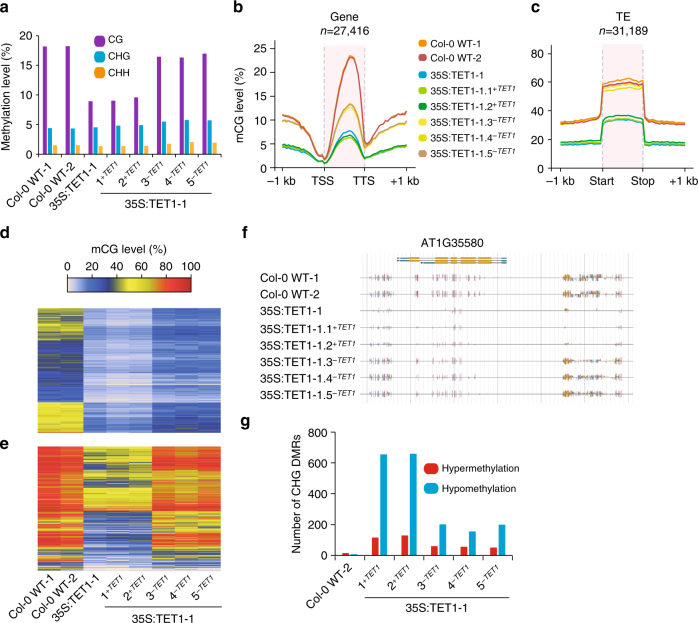
Transgenerational demethylation profile of 35S:TET1 individuals. **a** Bar plots of global methylation levels in two Col-0 WT replicates and 35S:TET1-1 plants. Metagene plots of mCG level across **b** gene bodies and **c** transposable elements. Heat map of mCG level of **d** all gbM genes and **e** transposable elements with >20% mCG in wild type. **f** Genome browser view of a methylome profile of a representative region of the *A. thaliana* genome in 35S:TET1-1 individuals. **g** Number of identified CHG DMRs in 35S:TET1 T2 plants. These DMRs were defined relative to Col-0 WT-1, as Col-0 WT-2 DMRs were used to assess background

To determine if increased expression of hTET1cd in meristematic tissue would increase the likelihood of germline transmittance of demethylation to transgene-free progeny, transgenic *A. thaliana* plants were generated expressing a previously described superfolder GFP (sfGFP) hTET1cd fusion, under control of the *A. thaliana* ACTIN 2 (ACT2) promoter (ACT2:sfGFP-hTET1cd), which is known to have activity in all tissues of juvenile plants, including meristematic tissue^28^. Translation and nuclear localization of the sfGFP-TET1cd fusion protein was confirmed in young cotyledons using confocal microscopy (Supplementary Fig. 3a). T1 populations transformed with ACT2:sfGFP-hTET1cd exhibited a 27-fold increase in later flowering compared to 35S:hTET1cd, indicating high activity of the sfGFP-TET1cd fusion protein in *A. thaliana* (Fig. 5a). To assess the variation between lines, we performed WGBS on four independent ACT2:TET1 T1 lines (Supplementary Fig. 4a–c). Differential levels of global CG demethylation were observed in these four lines, further confirming that plants subjected to epimutagenesis can possess different degrees of demethylation The expression of the sfGFP-hTET1cd transgene was also confirmed by RT-qPCR in select lines (Supplementary Fig. 4d). Subsequent DMR analysis revealed 68,260 CG DMRs, 9235 CHG DMRs, and 2793 CHH DMRs between these lines (Supplementary Data 4-6), a drastic increase in DMRs compared to those within siblings in 35S:TET1 lines (Fig. 4g).

**Fig. 5:**
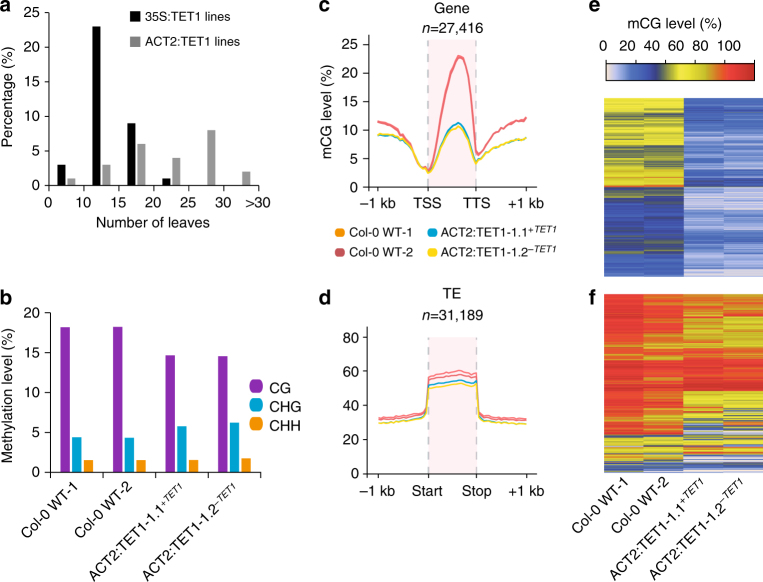
Demethylation profile of ACT2:TET1 individuals. **a** Bar plot of number of rosette leaves in 35S:TET1 and ACT2:TET1 T1 individuals upon flowering. **b** Bar plot of global methylation levels in two Col-0 WT replicates and two ACT2:TET1-1 T2 plants. Metagene plots of mCG level across **c** gene bodies and **d** transposable elements. Heat map of mCG level of **e** all gbM genes and **f** transposable elements with >20% mCG in wild type

To further assess the inheritance of the demethylation pattern as a result of epimutagenesis, we selected T2 progeny of a late flowering ACT2:TET1-1.2^*-TET1*^ individual containing and lacking the transgene. WGBS data from these two individuals was used to confirm the presence/absence of the sfGFP-hTET1cd transgene (Supplementary Fig. 3d, e). Individuals retaining and lacking the transgene due to allelic segregation both exhibited a late-flowering phenotype (31 and 28 leaves upon flowering in ACT2:TET1-1.1^*+TET1*^ and ACT2:TET1-1.2^*-TET1*^, respectively), ectopic expression, and loss of DNA methylation of *FWA* (Supplementary Fig. 3b, c). WGBS on these two individuals revealed a reduction in CG methylation that was maintained and stably inherited irrespective of transgene presence, confirming the high activity of demethylation in ACT2:TET1 lines compared to 35S:TET1 lines (Fig. 5b–f). It is unclear exactly why the late-flowering phenotype was stably inherited in the T2 individuals without the transgene in the ACT2-driven lines versus the 35S-driven lines, although it is likely a combination of promoter strength and cell type specificity. For stable inheritance of demethylation and the late-flowering phenotype, TET1 activity would be required in the meristematic and/or germline cells. Collectively, these results demonstrate the stable inheritance of TET1-mediated demethylation and a delayed floral transition in the absence of the transgene.

## Discussion

The discovery that expression of the catalytic domain of the human TET1 protein in *A. thaliana* leads to widespread loss of CG methylation enables the creation epimutants without the need for methyltransferase mutants, which often causes lethality in crops. In addition to epimutagenesis, hTET1cd could be used in combination with sequence-specific DNA-binding proteins such as dCas9 to direct DNA demethylation in plant genomes, as has been demonstrated in mammalian systems^29–33^. The stable meiotic inheritance of DNA methylation states in flowering plant genomes provides a stark contrast to the inheritance of DNA methylation in mammalian genomes, where genome-wide erasure of DNA methylation and reprogramming occurs each generation^34^. This property of flowering plant genomes makes them ideal targets of induced epialleles, as once a new methylation state occurs it is often inherited in subsequent generations. Application of epimutagenesis and the use of TET-mediated engineering of DNA methylation states in economically and agriculturally significant plant species will be an interesting area of future investigation.

## Methods

### Synthesis and cloning of the human TET1 catalytic domain

A human TET1 catalytic domain (hTET1cd) sequence (residues 1418–2136) was synthesized by GenScript, and moved to a plant transformation compatible vector (pMDC32) using LR clonase from Life Technologies as per the manufacturer’s instructions (catalog #11791100). ACT2:sfGFP-hTET1cd was subcloned by Genscript in the pMDC32 vector background using the sfGFP-TET1cd fragment from Addgene plasmid #82561. The ACT2 promoter sequence was kindly provided by Dr. Richard Meagher.

### Plant transformation and screening

The hTET1cd sequence in the pMDC32 vector was transformed into *Agrobacterium tumefaciens* strain C58C1 and plated on LB-agar supplemented with kanamycin (50 µg/mL), gentamicin (25 µg/mL), and rifampicin (50 µg/mL). A single kanamycin-resistant colony was selected and used to start a 250-mL culture in LB Broth Miller liquid media supplemented with gentamicin (25 µg/mL), kanamycin (50 µg/mL), and rifampicin (50 µg/mL), which was incubated for 2 days at 30 °C. Bacterial cells were pelleted by centrifugation at 4000 rpm for 30 min and the supernatant decanted. The remaining bacterial pellet was re-suspended in 200 mL of 5% sucrose with 0.05% Silwet L77. Plant transformation was performed using the floral dip method described by Clough and Bent^35^. Seeds were collected upon senescence and transgenic plants were identified via selection on 1/2 LS plates supplemented with Hygromycin B (25 µg/mL). 35S:TET1-1 is a T1 individual, 35S:TET1-2 is a T3 plant, 35S:TET1-3 is a T4 plant. All transgenic individuals chosen for analysis contain independent insertions of hTET1cd and are not the result of single-seed decent unless otherwise noted.

### DNA and RNA isolation

*A. thaliana* leaf tissue was flash-frozen and finely ground to a powder using a mortar and pestle. DNA extraction was carried out on all samples using the DNeasy Plant Mini Kit (Qiagen), and the DNA was sheered to ~200 bp by sonication. RNA was isolated from finely ground flash-frozen leaf tissue using Trizol (Thermo Scientific). For RT-qPCR, RNA was further treated with TURBO™ DNase (Thermo Scientific) according to the manufacturer's instructions. One microgram of RNA was subsequently reverse transcribed with M-MuLV reverse transcriptase according to the manufacturer's instructions (NEB). RT-qPCR was used to analyze cDNA populations using PP2AA-3 (AT1G13320) as an endogenous control, and was performed on a Roche LIghtCycler 480 instrument using SYBR Green detection chemistry. The genes assayed by this method were *IBM1-S*, *IBM1-L*, *FWA* and *sfGFP-hTET1cd*. Primers used for RT-qPCR were designed using PrimerQuest from Integrated DNA Technologies (www.idtdna.com/PrimerQuest/). Primer sequences used for RT-qPCR: PP2AA-3-F: 5′-AATGAGGCAGAAGTTCGGATAG-3′, PP2AA-3-R: 5′-CAGGGAAGAATGTGCTGGATAG-3′, ibm1s-F: 5′-TCTTTCTTCTAAGTCTGTCCATTCT-3′, ibm1s-R: 5′-GTGACCGATTAGGAAATGGTATCT-3′, ibm1L-F: 5′-CCGAAGCCAAAGTGGAGATA-3′, ibm1L-R: 5′-CTTCCTCTTCCGTAGACTTCTTT-3′, FWA-F: 5′-CAAGATGGTGGAAGGATGAGAA-3′, FWA-R: 5′-CTCTGTTCTTCAGTGGGATGAG-3′,  sfGFP-hTET1cd-F: 5'-CAAAGATGACGGGACCTACAA-3', sfGFP-hTET1cd-R: 5'-GTACTCGAGTTTGTGTCCAAGA-3'. 

### Library construction

Genomic DNA libraries were prepared following the MethylC-seq protocol without use of the bisulfite conversion step. MethylC-seq libraries were prepared as previously described in ref. ^36^. Briefly, genomic DNA was sonicated to 200 bp using a Covaris S-series focused ultrasonicator, and end-repaired using End-It DNA end-repair kit (Epicentre). End-repaired DNA was subjected to A-tailing using Klenow 3′–5′ exo^−^ (NEB) and ligated to methylated adapters using T4 DNA ligase (NEB). Ligated DNA was subsequently bisulfite converted using the EZ DNA methylation-Gold kit as per the manufacturer’s instructions and amplified using KAPA HiFi uracil + Readymix Polymerase. RNA-seq libraries were constructed using Illumina TruSeq Stranded RNA LT Kit (Illumina, San Diego, CA) following the manufacturer’s instructions with limited modifications. The starting quantity of total RNA was adjusted to 1.3 μg, and all volumes were reduced to a third of the described quantity. TAB-seq libraries were prepared as previously described in ref. ^16^. Briefly, genomic DNA was glucosylated and oxidized using T4-βGT (NEB) and recombinant mTET1. Standard bisulfite treatment is then performed using the MethylCode Bisulfite Conversion kit (Thermo Fisher Scientific).

### ChIP library preparation

Leaves were treated with formaldehyde to covalently link protein to DNA, washed several times with distilled water, patted dry, and ground into fine powder in liquid nitrogen. Chromatin was extracted with a series of extraction buffers and sonicated. The final chromatin solution was incubated overnight with anti-H3K9me2 antibody (Cell Signaling Technology, 9753S)-coated dynabeads protein A (Life Technologies, 10002D) to precipitate the immune complex. After a few washes, the immune complex was eluted and incubated at 65° in the presence of a high concentration of NaCl in a water-bath overnight. After degrading the proteins with proteinase K, DNA was recovered by phenol/chloroform/isoamyl alcohol extraction followed by ethanol precipitation. The DNA pellet was then dissolved in 30 µl of nuclease-free water.

### Sequencing

Illumina sequencing was performed at the University of Georgia Genomics Facility using an Illumina NextSeq 500 instrument. For MethylC-seq and TAB-seq, raw reads were trimmed for adapters and preprocessed to remove low-quality reads using cutadapt 1.9.dev1^37^. For RNA-seq and ChIP-seq, these processes were carried out by Trimmomatic v0.32^38^. The mutant allele of *met1* is *met1-3* and methylome data was downloaded under accession GSE39901. The mutant allele of *ibm1* is *ibm1-6*.

### MethylC-seq data processing

Qualified reads were aligned to the *A. thaliana* TAIR10 reference genome as described in ref. ^39^. Chloroplast DNA (which is fully unmethylated) was used as a control to calculate the sodium bisulfite reaction non-conversion rate of unmodified cytosines. All conversion rates were >99% (Supplementary Table 1). The list of gbM genes used in this study was previously curated^18^. Heat maps were clustered by complete linkage method conducted by R (https://www.r-project.org). All methylation levels reported in all analyses are presented as differences in absolute values, including defining DMRs and calculating hyper/hypomethylated regions. The only exception is in the comparison of mCG loss between gbM, where we used a percentage difference.

### RNA-seq data processing

Qualified reads were aligned to the *A. thaliana* TAIR10 reference genome using TopHat v2.0.13^40^ (Supplementary Table 2). Gene expression values were computed using Cufflinks v2.2.1^41^. Genes determined to have at least twofold log_2_ expression changes by Cufflinks and passed tests were identified as differentially expressed genes. The Col-0 wild-type transcriptomes were downloaded using data from accession GSE75071.

### TAB-seq data processing

Qualified reads were aligned to the *A. thaliana* TAIR10 reference genome using Methylpy as described in ref. ^39^. A modified lambda DNA sequence was used to assess the quality of prepared libraries. In the added lambda sequence, all non-CG cytosines are unmethylated and CG cytosines are methylated to 5mC. The “non-conversion” rate is used to measure the rate of non-CG cytosines failing to be converted to thymines after bisulfite treatment. The “5mC non-conversion” is used to estimate the 5mCG cytosines failing to be converted to thymines after TET treatment (Supplementary Table 3).

### ChIP-seq data analysis

Qualified reads were aligned to the *A. thaliana* TAIR10 reference genome using Bowtie 1.1.1 with following parameters: bowtie -m 1 -v2 --best --strata --chunkmbs 1024 -S. Aligned reads were sorted using samtools v 1.2 and clonal duplicates were removed using SAMtools version 0.1.19 (Supplementary Table 4).

### Metaplot analysis

For metaplot analyses, twenty 50 bp bins were created for both upstream and downstream regions of gene bodies/TEs. Gene bodies/TE regions were evenly divided into 20 bins. Weighted methylation levels were computed for each bin^42^.

### DMR analysis

Identification of DMRs was performed as described in ref. ^43^ and adjusted *p* value (Benjamini–Hochberg correction) 0.05 was adopted as the cutoff. Only DMRs with at least five DMSs (differential methylated sites) and a 10% absolute methylation level difference within each DMR were reported and used for subsequent analysis. For coverage calculations, each sample was combined with two Col-0 WT replicates to identify DMRs. Each sample was compared with both Col-0 WT replicates separately and for a DMR to be identified it must have been identified in both comparisons. Absolute methylation differences of ±(50% for CG, 10% for CHG and CHH) were defined as hyper/hypomethylation, respectively. DMRs overlapping regions with mCG≥5%, mCHG and mCHH ≥1% in both two Col-0 WT replicates were defined as RdDM-like regions. DMRs overlapping regions with mCG ≥5%, mCHG and mCHH <1% in both two Col-0 WT replicates were defined as gbM regions. DMRs overlapping regions with all three contexts less methylated at less than 1% in both Col-0 WT replicates were defined as unmethylated regions. Overlap comparisons were performed using bedtools v2.26.0^44^.

### Data availability

The data generated from this study have been uploaded to Gene Expression Omnibus (GEO) database and can be retrieved through accession number GSE93024.

## Electronic supplementary material

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

# Supplementary material for: TET-mediated epimutagenesis of the Arabidopsis thaliana methylome
**Source:** Nat Commun. 2018 Mar 1;9:895. doi: 10.1038/s41467-018-03289-7
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of Supplementary Files

File Name: Supplementary Data 1

Description: **CG methylation levels of transposons in wild type and 35S:TET1 lines.** CG methylation levels were calculated for all annotated transposons in wild type and in 35S:TET1 lines.

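The table gives, for each transposon, the share of methylation at its CG sites as a weighted level in both wild-type plants and both 35S:TET1 lines, so a lower value in a line is a loss of CG methylation. All values here are the paper's own, over the first 1999 of its 15454 lines, all on chromosome 1, so they describe that part alone. Each of these 1999 had at least 50% CG methylation in the mean of the wild-type plants, so they are methylated transposons and not transposons in general. The paper's median CG methylation of these transposons is 81.4% in the mean of the wild-type plants, 39.7% in 35S:TET1-1 and 34.2% in 35S:TET1-2. From the paper's values, 51.7% of them (95% Wilson interval from 49.5 to 53.9) lost at least 50% of their wild-type level in 35S:TET1-1 and 64.6% (from 62.5 to 66.6) in 35S:TET1-2.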

File Name: Supplementary Data 2

Description: **CG methylation levels of genes in wild type and 35S:TET1 lines.** CG methylation levels were calculated for all annotated genes in wild type and in 35S:TET1 lines.

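For each gene, the table gives the weighted CG methylation of the gene body in both wild-type plants and both 35S:TET1 lines. The part used here is the first 1999 of 4934 lines, read here as part of the gbM list and not as genes in general, and every value is the paper's own. The median level of the paper's values is 37.7% in the mean of the wild-type plants, 10.1% in 35S:TET1-1 and 4.2% in 35S:TET1-2. In 35S:TET1-1, 98.5% of these genes (95% Wilson interval from 97.9 to 98.9) lost at least 50% of their wild-type level, and in 35S:TET1-2 99.8% did (from 99.6 to 99.9), computed from the paper's values. The intervals cover the number of genes only, since the table does not give the coverage behind each level.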

File Name: Supplementary Data 3

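In the DMR table, each line holds a region and its weighted CG, CHG and CHH methylation in both wild-type plants, 35S:TET1-1, 35S:TET1-2 and *met1*; the first 1998 of 56283 regions are used here, and the values are the paper's own. The paper's median CG methylation of these regions is 65.1% and 61.9% in the wild-type plants, 15.2% in 35S:TET1-1, 5.7% in 35S:TET1-2 and 0.3% in *met1*. From these values, 734 regions (36.7%) lost more than 50 points of CG methylation in 35S:TET1-1, 1119 (56.0%) in 35S:TET1-2 and 1373 (68.7%) in *met1*, and 0 gained as much. The paper's counts over all 56283 regions make smaller shares in both 35S:TET1 lines, so these shares describe the first 1998 regions alone. Among the 138 regions with at least 20% CHG methylation in wild type, the median CHG level is 50.5% and 49.7% in the wild-type plants, 33.3% in 35S:TET1-1, 26.0% in 35S:TET1-2 and 26.1% in *met1*. The 122 regions with at least 10% CHH methylation in wild type have medians of 21.0% and 19.7% there, 12.3% in 35S:TET1-1, 8.3% in 35S:TET1-2 and 10.4% in *met1*.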

Description: **TET1 induced DMRs.** Methylation levels (CG, CHG and CHH) for differentially methylated regions (DMRs) identified between wild type and 35S:TET1 lines.

File Name: Supplementary Data 4

Description: **ACT2:TET1 CG DMRs.** CG methylation levels in CG DMRs identified between four ACT2:TET1 T1 lines.

File Name: Supplementary Data 5

Description: **ACT2:TET1 CHG DMRs.** CHG methylation levels in CHG DMRs identified between four ACT2:TET1 T1 lines.

File Name: Supplementary Data 6

Description: **ACT2:TET1 CHH DMRs.** CHH methylation levels in CHH DMRs identified between four ACT2:TET1 T1 lines.

How the deposited data were processed for this re-analysis (not part of the article)

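The RNA-seq table holds FPKM values for 33557 gene IDs in 9 leaf libraries: 3 of Col-0 WT, 1 each of 35S:TET1-1, 35S:TET1-2 and *met1*, and 3 labelled *ibm1*. The authors trimmed reads with Trimmomatic, aligned them to TAIR10 with TopHat2 2.0.13 and computed the deposited FPKM with Cufflinks 2.2.1; the annotation release and any masking of organelle or ribosomal reads are not given in the sources used here. The ChIP-seq file holds the authors' deposited alignments of 1 H3K9me2 library of the 35S:TET1-2 T6 plant, aligned with Bowtie and freed of clonal duplicates with SAMtools. The columns of the RNA table were matched to samples by name, and all of them were used. Gene symbols, places and classes, the pseudogene class among them, came from the NCBI RefSeq annotation of the TAIR10 genome by gene ID, and 32815 IDs matched and 742 did not. The WGBS and TAB-seq samples, the RT-qPCR values and the DMR overlaps of changed genes were not analysed here. Of the supplementary tables, the parts held are the first 1999 of 15454 lines of Supplementary Data 1, 1999 of 4934 of Supplementary Data 2 and 1998 of 56283 of Supplementary Data 3, and only values of the paper over those parts are given.

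From the FPKM values, log2(FPKM + 1) was fitted for all 9 libraries in R 4.3.3 with limma 3.58.1 (eBayes with a trend), with data.table 1.17.8 for reading. Each of 35S:TET1-1, 35S:TET1-2, *met1* and the libraries labelled *ibm1* was compared with Col-0 WT over genes with a mean FPKM of at least 1 in either group, and adjusted p-values are limma's with Benjamini-Hochberg adjustment. The minimum change the paper gives on the log2 scale is read here as a log2 change of at least 2. These choices, the alternatives, the rule for named genes and 20 gene lists were fixed before the data were examined; the cell division list, the libraries labelled *ibm1* as a control and Col-0 WT library 2 as the only control were chosen after seeing the data. The rule names the 5 largest rises and falls per comparison, the 10 genes with the largest changes in both 35S:TET1 lines in each direction, the genes the paper names, and the called members of the lists. The lists cover DNA methylation and silencing, demethylases, genes silenced by methylation, flowering, photosynthesis, salicylic acid defence, jasmonate, heat shock, cold and abscisic acid, morning and evening clock genes, touch and wounding, senescence, anthocyanin, housekeeping genes, the genes the paper names, and markers of flowers, seeds, roots and meristems; genes encoded in the plastid and mitochondria and the pseudogene class came from the annotation.

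Data with known changes were simulated from 14670 genes with a mean FPKM of at least 5 in Col-0 WT. The fit recovered 65.7% of log2 changes of 2.5, 89.6% of 3 and 89.4% of 4 in a comparison like that of 35S:TET1-1. There 3 unchanged genes were called. In one like that of the libraries labelled *ibm1* it recovered 89.6%, 91.0% and 97.0%, with 2 unchanged genes called. Falls too large for the scale were drawn as rises, and the lone library was given the spread of the Col-0 WT and *ibm1* libraries. These rates therefore do not cover genes at lower FPKM, falls to the floor or differences particular to single plants. The read depth of the RNA libraries was not found in the sources read, so no counting error is given for FPKM. Libraries of 1 group had Pearson correlations of log2(FPKM + 1) of 0.947 to 0.973 in Col-0 WT and 0.962 to 0.981 among those labelled *ibm1*, and the 35S:TET1 lines correlated at 0.974 with each other and at 0.781 to 0.832 with Col-0 WT. The lines correlated at 0.864 to 0.875 with *met1* and at 0.831 to 0.913 with the libraries labelled *ibm1*. With Col-0 WT, *met1* correlated at 0.798 to 0.839 and the libraries labelled *ibm1* at 0.834 to 0.857. The distance from Col-0 WT is thus not particular to the lines. The deviations of same-numbered Col-0 WT and *ibm1* libraries from their group means correlated at 0.105, 0.184 and 0.116, all over 0.1. Those of Col-0 WT library 3 and *ibm1* library 1 also correlated at 0.1, and no source ties the numbers. The main fit held no pairs, and the numbers entered as pairs only in the replicate block and in the count of splits. Overlaps of calls are given with Wilson 95% intervals, beside the number of genes that independent lists over the genes tested in both comparisons would share. They also stand beside 100 simulations of unchanged groups with shared Col-0 WT libraries, 20 of them with calls. All libraries in them, Col-0 WT included, were drawn with independent noise per gene around the Col-0 WT mean. The Wilson intervals take genes as independent and do not cover the spread between libraries.

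ChIP alignments were counted by their midpoint and divided by gene length and by the 4582898 nuclear alignments to give RPKM, with exact Poisson intervals per gene. Pericentromeres are the 10 kb bins within 1 Mb of textbook centromere places. Summaries used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots matplotlib 3.10.9. Alternatives cover the pseudocount, the filter on low FPKM, the minimum change, rescaling by median ratios or to the same sum, nuclear genes only, each Col-0 WT and *ibm1* library left out in turn, the replicate block and unshared controls. For ChIP they cover the overlap rule, repeated start positions and the total, and for the supplementary tables each wild-type plant alone.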

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

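The test of the pseudogene class, that of the genes lower in all 3 groups and that of the root markers were chosen after the results were seen; for the others the bounds were set before their values were seen, with a cell division list written after the first results.

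Several genes passed a direct test of the 35S:TET1 libraries against the *met1* library. The lines and *met1* have 1 library each, so the error of each difference rests wholly on the spread of the Col-0 WT libraries and those labelled *ibm1*, and differences between single plants cannot be told from differences between genotypes. On the log2(FPKM + 1) scale, the mean of the lines minus *met1* was -3.78 for the demethylase gene *DML1* (*ROS1*), -2.12 for *DME*, -2.09 for *VIM1* and -2.98 for the defence gene *FMO1*. It was 3.07 for *SDC*, 2.35 for *MPC*, 2.23 for *SPL5*, 9.79 for *PDF1.2*, and 2.63, 3.18 and 3.14 for the jasmonate synthesis genes *AOS*, *AOC1* and *AOC2*. For *SDC*, 35S:TET1-1 minus 35S:TET1-2 was -3.88, between a T1 individual and a T3 plant. The text of the paper and the parts of its supplement read here do not name *PDF1.2* or *PR1*, and both stand far above Col-0 WT: *PDF1.2* at 33828 FPKM in 35S:TET1-1 and 17444 in 35S:TET1-2, *PR1* at 1444 and 1697 in the lines and 2574 in *met1*, against at most 1.35 and 16.4 in Col-0 WT.

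The first pattern is the 1029 genes lower in both 35S:TET1 lines, whose median log2 change against Col-0 WT is -2.99, beside -1.61 in the libraries labelled *ibm1* and -1.58 in *met1*. Were the Col-0 WT libraries alone the cause, through their source or tissue, these genes would hardly be lower against the libraries labelled *ibm1*. There the median is -1.47 (quartiles -2.36 and -0.41), past the bound of -1 set against that cause. But the genes were chosen as low in the same 35S:TET1 libraries, which lowers this median by an amount not measured. The value therefore does not decide whether the Col-0 WT libraries are the whole cause. Of the 1029 genes, 286 are higher than in the libraries labelled *ibm1* or within 0.5 of them, and 290 were called lower in both lines against them. For the 430 genes that are also lower in the libraries labelled *ibm1*, a cause in the Col-0 WT libraries remains a candidate explanation. In these genes *met1* has a median change of -2.24 (quartiles -3.53 and -1.13). An effect common to these genotypes would give that as well. For root RNA in the Col-0 WT libraries, 1 of 7 root markers was called lower in both lines, which met the bound against it; the bound was wrong, since 6 of 7 were above an FPKM of 1 in a Col-0 WT library and *EXPA7* ranged from 0.82 to 20.7 among them, too widely to be called, so root RNA stays open. Plant age and the part of the shoot sampled were not tested.

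The second pattern is the lower level of *MET1* and *VIM1* in the 35S:TET1 lines. Genes of dividing cells were lower too, with a median of -2.22 over the 23 listed (quartiles -2.55 and -1.42) and -2.21 against the libraries labelled *ibm1*, so less dividing tissue in these 2 libraries may account for it. Against the libraries labelled *ibm1*, *MET1* was at -1.08, just past the bound of -1 against a cause in the Col-0 WT libraries. *VIM1* was at -0.64, between the bounds, as was their median of -0.86, so the 2 explanations cannot be told apart for these genes. With the libraries labelled *ibm1* as the control, 0 genes of the silencing list were called in either line. Against Col-0 WT, that list had a median change of -0.05 in the 1 *met1* library and -0.86 in the libraries labelled *ibm1*. For *VIM1*, the mean of the lines minus *met1* was -2.09. *STM* and *KNAT1*, listed at 0 in both lines, were measured in the *met1* library and in those labelled *ibm1*. A response of *MET1* itself to the lost CG methylation stays open and was not tested.

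The third pattern is the set of changes shared by the 35S:TET1 lines and *met1*, which use the same Col-0 WT libraries. With no shared control the correlation of 35S:TET1-1 and *met1* was -0.038, which met the bound set for shared controls as the cause; the bound was wrong, since this test subtracts whatever 35S:TET1-1 shares with the libraries labelled *ibm1* (r = 0.680), so it cannot tell shared controls from a shared effect. Of the 58 genes of the pseudogene class higher in 35S:TET1-2 and *met1*, 93.1% were also higher in 35S:TET1-2 against the libraries labelled *ibm1*. For these genes this argues against a low level particular to the Col-0 WT libraries. It says no more about the sharing, since the genes were chosen through the same 35S:TET1-2 library. Calls of *met1* against the libraries labelled *ibm1* were not counted for them. Of these genes 27 were also higher in 35S:TET1-1 and 2 in the libraries labelled *ibm1*. Loss of CG methylation at these genes is a biological candidate that was not tested here. Over all genes, the covariance of 35S:TET1-1 and *met1* was 1.02. Simulated unchanged groups that shared simulated Col-0 WT libraries, all drawn with independent noise per gene, had a mean of 0.044 and at most 0.0508. These values argue against the spread between the shared control libraries as the whole cause, but not as a part of it. A difference in the source of Col-0 WT, which the simulation lacks, stays open for the other shared genes.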

How the results depend on the processing

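*FWA* stayed higher in 35S:TET1-1, 35S:TET1-2 and *met1* under the alternatives run for it, and none of 352 calls of named genes reversed; 56 were lost under at least 1 alternative. Of the 217 values from alternatives set before the data that leave out no library, 147 stayed within 1.5 times the main count or within their spread. For shares this spread is the interval over genes, which leaves out the spread between libraries. The cause was not tested for any of the changes below, apart from the lower minimum change, which admits more genes by construction. Read depth, not found in the sources read, limits genes at low FPKM, where the pseudocount decides most.

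With a pseudocount of 0.1, the genes changed numbered 3503 in 35S:TET1-1 (2565 lower), 3551 in 35S:TET1-2 (2311 lower), 2310 in *met1* (961 lower) and 2777 in the libraries labelled *ibm1* (741 higher, 2036 lower), and the correlations across genes were 0.934 between the lines, 0.650 and 0.690 with *met1* and 0.490 between *met1* and *ibm1*. With 0.01 they numbered 3590 (2687 lower), 3671 (2466 lower), 1014 lower in *met1*, and 2902 (785 higher, 2117 lower) in *ibm1*, and 65.6% of the genes lower in *met1* were lower in each line. A minimum change of 1 gave 5496 (2308 higher, 3188 lower), 5397 (2500 and 2897), 4243 (2474 and 1769) and 5765 (2358 and 3407) in 35S:TET1-1, 35S:TET1-2, *met1* and *ibm1*, shares of 38.5% and 44.6% of the genes higher in *met1*, and 414 calls over the gene lists against 223.

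Rescaled to the same sum, 290 genes were higher in *ibm1*, and the shares with *met1* were 26.7% and 35.4% for higher genes and 65.9% and 65.2% for lower genes. With nuclear genes only they were 289, 26.8% (35S:TET1-1, higher), 65.9% and 66.2%. Both rescalings shift the lines against Col-0 WT by over 0.1 on the log2 scale. Without a filter 48.2% of the genes lower in *ibm1* were lower in 35S:TET1-1, and at an FPKM of at least 5 the correlations were 0.946 between the lines, 0.660 and 0.704 with *met1* and 0.722 and 0.627 with *ibm1*. With no shared control the shares with *met1* were 8.4% and 12.9% (higher) and 12.5% and 14.1% (lower), and the correlation reversed to -0.038 for 35S:TET1-1 and was 0.113 for 35S:TET1-2.

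Among alternatives chosen after seeing the data, *ibm1* as the control gave 1149 genes changed and 714 lower in 35S:TET1-1, 1632 higher in *met1*, and shares with *met1* of 13.5% and 32.3% (higher) and 25.3% and 28.5% (lower). Col-0 WT library 2 as the only control gave 790 lower in 35S:TET1-2, shares with *met1* of 24.8% and 31.4% (higher) and 64.8% (35S:TET1-2, lower), and with *ibm1* of 31.8% and 27.7% (higher).

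Leaving out 1 library at a time, the genes changed ranged from 1765 to 2268 in 35S:TET1-1, 1834 to 2403 in 35S:TET1-2, 1327 to 1787 in *met1* and 1532 to 1757 in *ibm1*. Shares with *met1* ranged from 28.1% to 30.8% and 36.9% to 38.7% (higher) and 59.6% to 71.9% and 59.0% to 71.4% (lower), and shares with *ibm1* from 37.5% to 43.7% and 36.5% to 41.4% (higher) and 42.5% to 65.7% and 31.6% to 55.1% (lower). Correlations ranged from 0.938 to 0.945 between the lines, 0.619 to 0.660 and 0.661 to 0.702 with *met1*, 0.623 to 0.703 and 0.518 to 0.617 with *ibm1*, and 0.399 to 0.478 between *met1* and *ibm1*.

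With the replicate block, 467 genes were higher and 1204 lower in *ibm1*, 1671 in all against 1637; among named genes the block ended the call of *HSP17.6C* and no other.

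Counting any overlap with a gene gave H3K9me2 medians of 5.00 RPKM for gbM genes, 5.30 for other protein-coding genes and 28.6 for the pseudogene class; scaled to all alignments, other protein-coding genes had 5.04 and other bins 4.74. Against wild-type plant 1 alone, 97.6% of gbM genes in 35S:TET1-1 and 67.7% of transposons in 35S:TET1-2 lost at least 50%, and 42.0% and 60.6% of DMRs lost over 50 points; against plant 2 alone, 49.0% and 61.2% of transposons did.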

Differences from the paper's values

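Of 13 values set beside the paper's, 10 come from the RNA data, and none of these differs from the paper by more than 1.5 times. Of the 3 values not from the RNA data, 1 is the number of lines of the paper's own DMR table. The other 2 are the paper's own methylation values over the first lines of its tables beside its shares over all of them. These 3 are therefore no check of the paper either. The paper's counts rest on Cufflinks tests and on a minimum change on the log2 scale, read here as a log2 change of 2, so the thresholds may not be the same; with a minimum of 1 set before the data were examined, the count of genes higher in 35S:TET1-1 was 2308.

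In the paper more genes are lower in 35S:TET1-2 than in 35S:TET1-1. Here 1224 were lower in 35S:TET1-2 and 1372 in 35S:TET1-1, in this order under every alternative with Col-0 WT as the control. With the libraries labelled *ibm1* as the control, chosen after seeing the data, the order turned, with 714 lower in 35S:TET1-1 and 831 in 35S:TET1-2. More genes were higher in 35S:TET1-2 than in 35S:TET1-1 in both. The paper also gives a larger share of the genes lower in *met1* for 35S:TET1-2 than for 35S:TET1-1, while here the shares are 60.7% and 60.8%. The order of these shares turned under some alternatives, so it is not firm. For *FWA*, the paper shows about 72 FPKM in 35S:TET1-2 and about 130 in *met1* in Fig. 3d, read by eye, against 77.8 and 126 here.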

Other observations

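In the libraries labelled *ibm1*, 11 of 24 measured flowering genes were higher and 4 lower (the same adjusted over the list alone). The 7 measured flower markers had a median change of 1.37 there, with 4 higher at a pseudocount of 0.1, and 3 libraries make calls easier than the 1 library of the other groups. *AGL8* (*FUL*), a meristem identity gene, rose by 5.28 on the log2 scale, and *AP1* from at most 0.05 FPKM in Col-0 WT to 15.66, 3.59 and 4.19. Genes that repress flowering changed in both directions, with *TFL1* at 2.61 and *RAV2* at -3.19. Of 14 cold and abscisic acid genes 10 were higher, *KIN2* by 4.91 and *DREB1A* by 5.16 among them, and 8 of 15 heat shock genes were lower (9 adjusted over the list alone). Their largest rises were in AT4G04293 (7.80), AT5G35480 (7.53), AT1G30250 (6.99), *MRU1* (6.43) and AT1G67865 (5.98), and AT1G65970 had a change of -6.92. Of 19 salicylic acid genes 3 were higher and 1 lower, of 21 jasmonate genes 3 were higher and 0 lower, and of 22 photosynthesis genes *CAB2* and *LHCB3* were higher, calls that ended with FPKM rescaled to the same sum and, for *LHCB3*, without Col-0 WT library 2. Of 3 measured genes silenced by methylation 2 were higher, *QQS* and *MPC*; that of *MPC* ended without Col-0 WT library 2 or *ibm1* library 3, with rescaling by median ratios (1 of 3 higher) or to the same sum, and with nuclear genes only.

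In *met1*, 8 of 19 salicylic acid genes and 6 of 21 jasmonate genes were higher and 0 lower (8 and 7 higher adjusted over the list alone), as were 10 of 14 cold and abscisic acid genes and 6 of 11 senescence genes, *SAG13* by 4.62 among them. Of 22 flowering genes 3 were higher and 1 lower, of 22 photosynthesis genes 1 was lower, 4 of 15 heat shock genes were lower, and of 4 measured genes silenced by methylation 2 were higher. The silencing and demethylase lists held 0 called genes in *met1* and in the libraries labelled *ibm1*. With a pseudocount of 0.1, 7 of 18 silencing genes were lower in the libraries labelled *ibm1*, 7 of 18 in 35S:TET1-1 and 6 of 19 in 35S:TET1-2 (7, 8 and 6 adjusted over the list alone), so at that setting lower calls are not particular to the lines. *AGL24*, a flowering promoter, rose by 3.16 in *met1* and 3.27 in the libraries labelled *ibm1*.

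In the 35S:TET1 lines, the morning clock list held 1 higher and 2 lower genes of 8 in 35S:TET1-1 and 1 and 1 in 35S:TET1-2, with changes of -5.57 and -6.28 for *RVE2* and of 3.07 and 3.05 for *PRR9*; of 9 evening genes 3 were lower in each line, *ELF4*, *PCL1* and *BOA*. Of 10 senescence genes 3 were higher and 2 lower in each line, of 12 anthocyanin genes 2 and 1 were lower (2 and 0 adjusted over the list alone), and of 6 touch and wounding genes and 22 photosynthesis genes 0 were called. The lower call of *F3H*, of the anthocyanin list, ended without Col-0 WT library 1 in both lines and in *met1*. In 35S:TET1-1 it also ended without library 2. Flower markers held 0 called genes in the lines, 1 lower in *met1* (*SEP3*) and 1 higher in the libraries labelled *ibm1* (AT5G15800). Seed markers held 0 called genes of 3 in the lines and *met1* and 1 lower, *OLEO2*, in the libraries labelled *ibm1* (1, 1, 0 and 1 lower adjusted over the list alone). In *met1* and the libraries labelled *ibm1* the anthocyanin list held 3 and 2 lower genes (4 and 2 over the list alone) with 1 higher in the latter, the root list 0 and 3 (0 and 4), the touch list 0 and 2, the senescence list 0 and 2 with 1 higher in the latter, the morning list 0 and 3 with 1 higher in each, the evening list 0 and 1, and the cell division list 1 (*TSO2*) and 0. Among those root calls, *EXPA7* and *EXPA18* ended without Col-0 WT library 1 or 3 and without *ibm1* library 1 or 3. Of 7 genes the paper names, *FWA* was higher and *MET1* lower in 35S:TET1-1, *FWA* was higher in 35S:TET1-2 and *met1*, and *FT* was higher in the libraries labelled *ibm1*.

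The share of FPKM from genes encoded in the mitochondria was 0.201%, 0.162% and 0.107% in the Col-0 WT libraries and 0.024% to 0.065% in the 6 others, so the Col-0 WT libraries stand apart in it. The plastid share was 1.03%, 0.725% and 0.342% in the Col-0 WT libraries and 0.219% to 0.906% in the others. In 35S:TET1-1, 35S:TET1-2, *met1* and the libraries labelled *ibm1*, 6, 1, 8 and 7 of about 83 plastid genes were lower and 7, 6, 7 and 6 of about 42 mitochondrial genes (1, 0, 0 and 6, and 9, 6, 9 and 7, adjusted over the list alone). Higher were 2, 2, 1 and 2 plastid genes and 0, 0, 1 and 0 mitochondrial genes (1, 2, 1 and 2, and 0, 0, 1 and 0, adjusted over the list alone).

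For the libraries labelled *ibm1* against Col-0 WT, 1637 genes were called, and the highest of the other splits of the 6 libraries into 3 and 3 called 0, so 1 of 10 splits reached that count. The design cannot give a share under 0.05. Of the 4 splits that part as many same-numbered pairs, the others also called 0.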
